A study of Blastobotrys raffinosifermentans with 8 samples. Its data were reported in "Characterization of Catechol-1,2-Dioxygenase (Acdo1p) From Blastobotrys raffinosifermentans and Investigation of Its Role in the Catabolism of Aromatic Compounds" (2022).

How the data were processed

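Total RNA of the yeast *Blastobotrys raffinosifermentans* LS3 was measured on 8 one-colour Agilent arrays. Per the labels, 4 arrays hold cells shifted to medium with 1% glucose and 4 hold cells shifted to medium with 1% glucose and 0.5% gallic acid. In each arm, 1 array comes from each of 4 harvest times (15 or 30 min, and 2 or 5 h), so no harvest time has a replicate. Nothing in the labels says whether the arrays of an arm come from separate cultures, so p-values measure only the spread between these arrays. That spread may be technical, or may come from a response that differs between harvest times.

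The deposited scanner files hold spot intensity values extracted by the authors with Agilent Feature Extraction 11.5.1.1. They give the median pixel intensity of each spot and of its local background, the processed signal after background subtraction and detrending, and flags of 0 or 1 (no unit, deposited as other values). The authors also deposited a table of log2 values for the same 8 arrays. Per the labels, it was background-corrected with normexp and quantile-normalised in limma. Its offset and signal column are not given in the sources used here. The medians of its columns lay between 5.63 and 5.65 on the log2 scale, and it is not centred per gene.

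Each array has 62976 features, of which 1439 are control spots and 61537 carry 56312 probes for 6160 locus tags. The files pair no tag with a gene name or a function. The only functions used are those the study's text gives to 10 tags. Of the 25 gene lists fixed beforehand, 23 rest on words of an annotation and were therefore not analysed here. Tannase genes were not analysed here for the same reason.

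Spot values were computed in R 4.3.3 with limma 3.58.1. Background was corrected with normexp (offset 50) on all spots, with the median spot signal against the median local background. The plan named the mean spot signal, which was not used here, so the median signal stands in its place throughout. Control spots were then removed, the 8 arrays were quantile-normalised and log2 values were taken. Spots of the same probe were averaged, spots with an outlier mark were left out (0 to 6 per array), and a tag's level is the median over its probes. No spot of a yeast probe was saturated. The offset shrinks ratios of dim tags towards 0. A tag was tested when at least 1 of its probes was well above background on at least 2 of the 8 arrays, which left 6112 tags.

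The share of spots well above background was 78.6%, 72.5%, 81.9% and 58.2% in glucose from the first to the last harvest time, and 58.9%, 67.7%, 74.3% and 56.7% with gallic acid. The number of arrays limits the precision of every value.

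Comparisons used limma's linear models with empirical Bayes and Benjamini-Hochberg adjusted p-values below 0.05. The fit of gallic acid against glucose over all harvest times had harvest time as a block and 3 residual degrees of freedom. With 1 array per arm and harvest time, its residual is the change of the ratio between harvest times. A response that varies over time therefore counts as error in it. The change of the response between early (15 min and 30 min) and late (2 h and 5 h) harvest was an interaction term with 2 residual degrees of freedom. The course common to both arms was the mean of 2 h and 5 h minus the mean of 15 min and 30 min in the additive fit. The labels give each arm the same 4 harvest times. After subtracting the mean of each arm, arrays of the same harvest time correlated across tags with r of 0.75, 0.76, 0.91 and 0.86, against 0.01 at most for other pairings, so harvest time pairs the arrays. Within a harvest time, a tag counted as changed by size when its log2 ratio was at least 1 in size and at least 80% of its probes had that sign. No p-value goes with that count. Gene lists of at least 5 tested members were tested with camera (preset correlation 0.01, and an estimated correlation) and fry.

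Tags named in the text are those the study names by function, and the highest and lowest tags past the threshold of each comparison or, within a harvest time, by ratio. Because no table pairs tags with names, at most 2 that rose and 2 that fell are printed per comparison out of the larger number that rule gave. For gallic acid over all harvest times, 2 tags with large rises that did not pass are printed as well. Alternatives were fixed before the data were examined: the processed signal minus its 75th percentile per array, offset 0, median scaling, the authors' deposited log2 table, the mean of the probes or the brightest probe, no filter or a stricter filter on dim tags (4717 tags), Bonferroni adjustment, a trended and robust prior, no block for harvest time, a slope on log2 time, and leaving out each harvest time. Chosen after seeing the data were the list of tags with the prefix ARAD1M and the comparison of each later harvest time with 15 min.

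The procedure was tested on simulated data with 200 changed tags among 6112. Each simulated change was equal at all harvest times it covered, and noise was independent between tags. The shares recovered therefore do not carry over to a response that varies over time. For gallic acid over all harvest times, 93% of the 100 tags with a log2 change of 1 and 100% of the 100 with 2 were recovered, with 12 unchanged tags called. For the interaction the shares were 42% and 67%, with 7 unchanged tags called, and for the course they were 90% and 96%, with 14 called.

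All 8 arrays lie on the same slide and scan, with the glucose arrays in 1 row of the slide and the gallic acid arrays in the other. Slide row and treatment therefore cannot be told apart by any fit. Slide column follows harvest time.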

Results

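Transcript levels of *Blastobotrys raffinosifermentans* LS3, a dimorphic yeast that degrades tannins and their building block gallic acid, were followed after a shift to fresh medium. The 4 glucose arrays and the 4 arrays with gallic acid plus glucose cover harvests after 15 or 30 min and after 2 or 5 h, with 1 array per arm and harvest time. Between 56.7% and 81.9% of the yeast spots on an array were well above background. Arrays of the same harvest time correlated across tags with r of at least 0.96, and other pairs with at most 0.92. The array was designed on locus tags, and the files do not pair these with gene names.

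The first comparison asks which genes respond to gallic acid over the whole course. With gallic acid 5 of the 6112 tags tested were higher and 0 lower. The tag ARAD1B07810g, on chromosome B, rose by 4.25 on the log2 scale (SE 0.28, n = 4 pairs, 19.0-fold, limma adjusted p = 0.0259), and by 5.56 with the 75th percentile, 5.07 at offset 0 and 4.99 with the brightest probe. Its ratios were 4.11, 4.90, 4.70 and 3.28 in order of harvest time, from a stable glucose level of 6.81 ± 0.13 (SD, n = 4). ARAD1C45804g, the last tag of chromosome C on the array, rose by 1.91 (SE 0.11, n = 4 pairs, adjusted p = 0.0156) and was higher at all 4 harvest times. In glucose at most 30% of its probes were well above background, so the size of its rise depends on the background treatment: it was 5.15 with the 75th percentile, 4.15 at offset 0, 3.86 with the brightest probe and 2.88 with the authors' log2 table. The other 3 tags rose by 1.51, 1.23 and 1.17 on the log2 scale. Some larger rises did not pass, where the ratio varied more between harvest times than for these 3 tags. ARAD1B01496g rose by 2.24 (SE 0.26, limma adjusted p = 0.239) and ARAD1D33682g by 1.99 (SE 0.31, adjusted p = 0.286), both higher at all 4 harvest times. At an unadjusted p below 0.05 there were 530 tags, and Bonferroni adjustment left 1 tag. Without harvest time as a block 3 tags passed. Leaving out 15 min, 30 min or 2 h left 0 tags past the threshold in each case, while all 5 tags stayed higher in value. Without 5 h ARAD1B07810g still passed, and ARAD1C45804g did not (1.82, adjusted p = 0.0983). Some tags lower with gallic acid passed under other scalings, with 14 higher and 4 lower at offset 0.

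**Figure D1:**
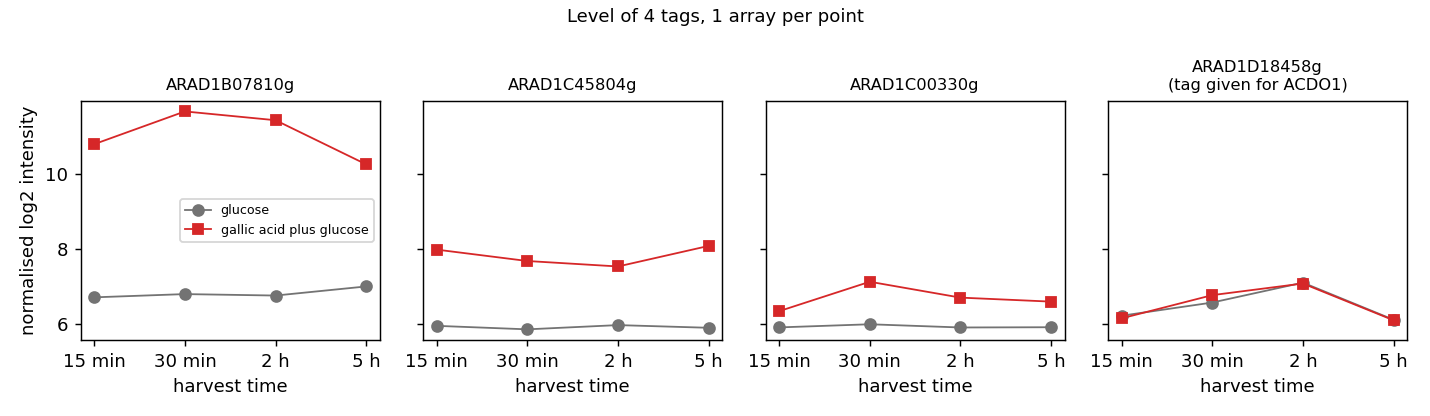
Normalised log2 intensity (y axis) of 4 tags against harvest time (x axis, not to scale), with grey circles for glucose and red squares for gallic acid plus glucose, each point 1 array. ARAD1B07810g stood between 10.27 and 11.69 with gallic acid, while the arms of the tag given for ACDO1 lay within 0.20 of each other at each time.

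The study's text gives functions to 10 tags of aromatic acid degradation, and none of the 8 tested here passed the threshold. ARAD1D18458g, given there for *ACDO1* (catechol-1,2-dioxygenase, which opens the aromatic ring), differed by 0.02 between the arms (SE 0.06, n = 4 pairs, adjusted p = 0.936), with ratios of -0.07, 0.20, -0.02 and -0.01. At 5 h 10% of its probes were well above background in both arms, and at 15 min 80% in glucose and 20% with gallic acid, so the first and last ratios are limited by the background. Its 10 probes start at positions 815 to 1618 of the tag, and the most downstream lie past the end of the reading frame described for *ACDO1*. These values may therefore not be those of that gene. The tag given for *AGDC1* (gallic acid decarboxylase) was not analysed here. ARAD1D18502g, a phenol hydroxylase tag, differed by 0.12 (SE 0.13, adjusted p = 0.830). Its 6 probes, and the 7 of the candidate hydroxylase ARAD1D27984g, end 1581 and 769 bases short of the reading frames expected from the protein lengths, so the same doubt holds for these 2 tags.

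Among the candidate hydroxylases, ARAD1C00330g had the highest value. It was higher by 0.77 on the log2 scale (SE 0.12, n = 4 pairs, adjusted p = 0.286), with ratios of 0.44, 1.14, 0.80 and 0.69. At most 20% of its probes were well above background in glucose, against at least 70% with gallic acid. With the processed signal scaled to its 75th percentile it was higher by 3.28 (adjusted p = 0.00541), and at offset 0 by 2.31 (adjusted p = 0.00056). The other scalings kept it above the threshold of 0.05, with adjusted p of 0.0504 for the authors' log2 table. Of the 6 candidates tested, 0 passed over all tags and 1 passed when adjusted over the list alone. ARAD1C08558g and ARAD1A17402g had at most 30% of their probes well above background on any array. Their values near 0 are therefore limited by the background and do not show a lack of response. The study chose these candidates on arrays with protocatechuic acid, a related compound, except ARAD1A17402g, which it found by protein similarity. Camera gave p = 0.260 for the list (p = 0.332 with an estimated correlation, and p = 0.0245 with the 75th percentile), whereas fry, which unlike camera does not compare the list with other tags, gave p = 0.0141 for a shift in 1 direction and p = 0.00513 for change in either direction. The list's median was -0.00 and its mean 0.12.

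The next comparison asks whether the response to gallic acid differs between early and late harvest. The interaction called 0 tags with limma (334 at an unadjusted p below 0.05, lowest adjusted p = 0.471). The simulated recovery for this term was lower than for the other comparisons, and the count was 0 under every alternative that was run. ARAD1B02178g had ratios of -1.30, -0.49, -2.88 and -2.29 in order of harvest time, and an interaction of -1.69 (SE 0.36, adjusted p = 0.672). At 2 h with gallic acid 20% of its probes were well above background, and its ratio was -5.44 with the 75th percentile and -4.98 at offset 0.

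At each harvest time taken alone, more tags were higher than lower with gallic acid by the size threshold. There were 40 higher and 14 lower tags at 15 min, 32 and 11 at 30 min, 32 and 19 at 2 h, and 16 and 10 at 5 h. In all, 125 tags passed it at some time, 82 of them higher and 43 lower, and 0 in both directions. Most did so at a single time, 61 higher and 34 lower, while 6 were higher at all 4 times. At offset 50 and among tags with at least 4 probes, ARAD1B07810g had the highest ratio at every harvest time. Its rank at 15 min was not compared under other background treatments, which moved the ratio of ARAD1D03366g. ARAD1D03366g had a log2 ratio of 3.91 at 15 min (SD over 9 probes 0.96) and of 0.14, -0.12 and 0.27 later. In glucose at 15 min 11.1% of its probes were well above background, and that ratio was 7.04 with the 75th percentile, 6.11 at offset 0 and 4.97 with the authors' log2 table. These ratios rest on 1 array per arm and carry no test. With the processed signal scaled to its 75th percentile, which moved the median of all tags to -0.20, -0.10, -0.13 and 0.04 at the 4 times, lower tags outnumbered higher ones up to 2 h (382 against 117 at 15 min, 226 against 174 at 30 min and 189 against 106 at 2 h). At offset 0 lower tags outnumbered higher ones at 5 h (41 against 36).

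The course common to both arms called far more tags than the response to gallic acid. Slide column follows harvest time, so the course cannot be told apart from slide column. Its p-values rest on how far the arms differ in course, so anything shared by both arrays of a harvest time counts as course. Between early and late harvest 800 tags rose and 663 fell, 23.9% of those tested. Of these, 59 rose and 49 fell by at least 1 on the log2 scale. ARAD1B14454g fell by 3.49 (SE 0.44, adjusted p = 0.00681), with a glucose level of 12.51 at 15 min and of at most 7.99 later, and ARAD1A06820g fell by 2.20 (SE 0.32, adjusted p = 0.00972). Neither passed without 15 min (-1.89, adjusted p = 0.0634, and -1.53, adjusted p = 0.0853) or without 2 h (-3.56, adjusted p = 0.0622, and -2.43, adjusted p = 0.0599). The arms were apart at 30 min, with ratios of 2.07 for ARAD1B14454g, at 10.06 with gallic acid, and 1.47 for ARAD1A06820g (interaction adjusted p = 0.994 and 0.798). ARAD1D12606g rose by 2.10 (SE 0.05, adjusted p = 0.000964) and ARAD1D20922g by 1.98 (SE 0.15, adjusted p = 0.00231). Both stood far higher at 2 h than at any other time: ARAD1D12606g was at 11.2 in glucose at 2 h and between 6.67 and 7.09 otherwise. The harvest at 2 h carried much of this course, since without it 187 tags rose and 125 fell, and neither ARAD1D12606g (-0.02) nor ARAD1D20922g (0.26) passed. The brightest probe of ARAD1D12606g alone gave 0.13.

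Set against 15 min, a comparison chosen after seeing the data, 467 tags rose and 412 fell at 30 min, 1126 and 1186 at 2 h, and 412 and 399 at 5 h. The 2 h and 5 h comparisons shared 127 risen and 277 fallen tags, and 102 tags moved in opposite directions. These 2 comparisons use the same 15 min arrays, so part of their overlap may come from shared chance values.

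A list chosen after seeing the data holds the 36 tags with the prefix ARAD1M. Their number is that of the putative mitochondrial genes in the array's design text, and they are called putative mitochondrial tags here. With gallic acid their median ratio was -0.12 at 15 min, -0.31 at 30 min, -0.34 at 2 h and 0.05 at 5 h. At 30 min 35 of the 36 were lower, at 2 h 34 were lower, and at 5 h 22 were higher. Over all harvest times 32 of the 35 tested were lower in value (median -0.17, mean -0.25) and 0 passed the threshold. Camera gave p = 2.5e-09 with the preset correlation, and this call was lost with an estimated correlation (p = 0.238), while fry, run beside camera, gave p = 0.169. All scalings kept these medians below 0 up to 2 h and above 0 at 5 h, but their size depended on the scaling. In order of harvest time they were -0.50, -0.91, -0.97 and 0.11 with the 75th percentile, and -0.28, -0.68, -0.87 and 0.12 at offset 0.

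**Figure D2:**
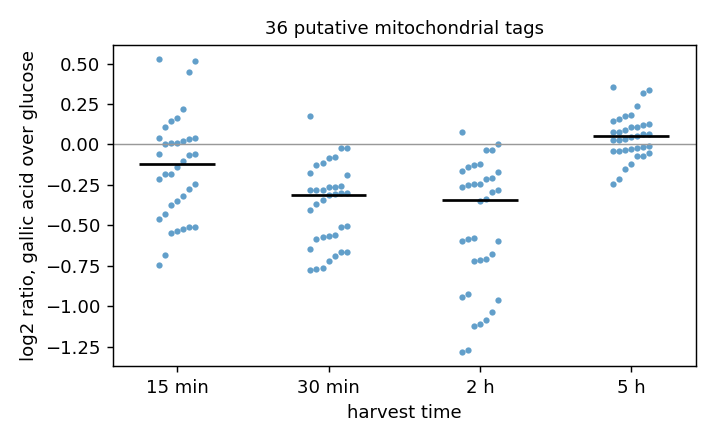
Log2 ratio of gallic acid plus glucose over glucose (y axis) for each of the 36 putative mitochondrial tags (points) at the 4 harvest times (x axis), with black lines for the medians. The medians were -0.12, -0.31, -0.34 and 0.05.

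Neighbours of the degradation genes were compared in tag order, which stands in for gene order. Of the 9 tags around that given for *AGDC1*, 3 passed the size threshold at some harvest time, and ARAD1C45804g is 1 of them. Their highest change over all times was 1.91 and their median 0.12. ARAD1C45672g and ARAD1C45782g, which also passed it, did not pass over all harvest times (limma adjusted p = 0.507 and 0.399). Among all such windows along the tag order, 15 of 6056 (0.248%) held as many. These windows overlap, so the same cluster can be counted repeatedly, and the share is not a chance rate for separate loci. Of the 10 neighbours of the tag given for *ACDO1*, and of the 10 around the candidate ARAD1C08558g, 0 passed. Their values lay between -0.19 and 0.12 and between -0.14 and 0.04. Since the tag given for *ACDO1* may not measure that gene, its neighbours in tag order may not be those of the gene.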

Values the study reported

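The study stated that its array carries 56312 oligonucleotides, designed from 6025 chromosomal genes plus 36 thought to be mitochondrial. It located *ACDO1* on chromosome D at positions 1512067 to 1513071, with an open reading frame of 1005 bp that encodes 335 amino acids. Its quantitative RT-PCR used a strain other than LS3, grown with 0.2% of each carbon source as the only one. There the study found the highest *ACDO1* expression after 8 h on gallic or protocatechuic acid. For the induction of this gene by gallic acid it also cited microarray data, naming the series analysed here.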

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

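The tests of tag numbering, of reading frame lengths and of signal range below were chosen after the result was seen.

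A single array stood apart from the other 3 of its arm in 9 of 38 sets of 4 arrays examined. Chance gives about 1 in 20 for sets that are independent and not chosen by their values. Here ARAD1D12606g, ARAD1D20922g and ARAD1D03366g, which supply 4 of the 9, were chosen for high values, and the arms share harvest times, so the number cannot be set against that rate. Each array of an arm is another harvest time, so these are differences between times as much as between arrays. At 2 h in glucose ARAD1C03498g was at 8.58 and ARAD1D27984g at 7.17 on the log2 scale. ARAD1A17402g was at 5.83 at 2 h in glucose and at 5.83 with gallic acid. ARAD1C00330g was at 5.98 in glucose at 30 min, close to the background. ARAD1D12606g was at 11.17 in glucose and 11.15 with gallic acid at 2 h. ARAD1D20922g was at 11.002 with gallic acid at 2 h, and ARAD1D03366g at 9.89 with gallic acid at 15 min.

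The 5 tags that rose with gallic acid over all harvest times were set against other splits of the arrays. Of the 32 splits of the 8 arrays that could be fitted with harvest time, 1 gave as many tags, the real split, and the highest of the others gave 0. Harvest time pairs the arrays, and only 8 of these splits part all 4 pairs as the real split does, while the other 24 rest on 2 pairs. The rule fixed before this test counted all 32 splits and did not name the smaller set of 8. By that rule the share, 1 of 32, was under 0.05, but 24 of these splits do not part all pairs. Among the 8, 1 gave 5 tags and the highest other 0, but 8 splits are too few for a share under 0.05. Slide row is confounded with treatment. The 10 E1A spike-in transcripts, added to every labelling reaction, differed between the rows by at most 0.0908 on the log2 scale on average (0.61 at a single time). This argues against a labelling or slide row effect shared by all transcripts as the source of changes above 1. An effect of slide row limited to a few tags was not tested and is not argued against. A response to gallic acid is a hypothesis.

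The 1463 tags of the course and the 0 tags of the interaction cannot be weighed against chance in the same way. There are 3 ways of calling 2 of the 4 harvest times late, too few for a share under 0.05. All 3 gave at least 1463 tags, the highest other way 2041, so early against late is not the split with most calls. For the interaction all 3 gave 0.

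The putative mitochondrial tags were lower in value with gallic acid up to 2 h. Their median of -0.17 over all times lay outside the central range of 10000 random lists of the same signal level (-0.04 to 0.03), which argues against the signal range as the source. The list was chosen after its values were seen, and its tags had an estimated correlation of 0.62. Random lists of unrelated tags therefore give too narrow a range to weigh chance. Upstream minus downstream probes of 1919 chromosomal tags differed between arms by at most 0.0684 on the log2 scale up to 2 h. This argues against RNA degradation that reaches chromosomal transcripts. The putative mitochondrial tags were not part of this test, so a loss limited to their transcripts was not tested. Of the 32 splits 10 gave a mean as large in size as -0.25 (highest other 0.45), and 2 of the 8 that part all pairs did (highest other 0.28). The other of those 2 is the real split with the 5 h pair swapped. It keeps the pairs up to 2 h as they are, so it is not an unrelated grouping. The rule fixed before this test took a share of at least 0.05 of all fitted splits as what chance would give, and that share was reached. The 8 splits alone could not give a share under 0.05. Chance is therefore not argued against, and a response to gallic acid stays open.

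The tag given for *ACDO1* passed no threshold (0.02 on the log2 scale), although the study describes the gene as induced by gallic acid, from RT-PCR and also from the arrays analysed here. The RT-PCR used another strain, grown with gallic acid as the only carbon source, and was highest later than the last harvest here. Both arms here held glucose, so the conditions of the RT-PCR and of these arrays are unlike. The most downstream probe of the tag starts at position 1618, past the end of the published reading frame, so either another gene under this tag or a longer gene model may be measured, and these cannot be told apart. A renumbering of all tags is argued against, since in 6 of the 8 other named tags with a known protein length the last probe ends within 100 bases before the end of the reading frame, where random tags give 0.323 on average (exact p = 7.1e-08). The exceptions are ARAD1D18502g and ARAD1D27984g, whose probes end 1581 and 769 bases before it. Both are on chromosome D, as is the tag given for *ACDO1*. The remaining named tag of chromosome D, ARAD1D18392g, ended 96 bases before it. Another numbering limited to chromosome D was not tested and is not argued against.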

How the results depend on the processing

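Over the alternatives, 97 of 140 results were kept, meaning that a count stayed within 1.5 times its value or a list's p on its side of 0.05. Of 216 values of named tags 173 were kept, meaning the sign and the side of 0.05 or, for a ratio at 1 time, a move by less than the SD over probes, and 18 changed sign. The causes of these differences were not tested, though leaving out a harvest time also leaves fewer arrays. For the rise with gallic acid, the count was 13 higher with the processed signal at its 75th percentile, 14 higher and 4 lower at offset 0, 2 lower with median scaling, 8 higher and 2 lower with the authors' log2 table, 1 higher with Bonferroni, and 12 higher and 5 lower with a trended, robust prior. Without the block for harvest time it was 3 higher. All 5 tags were kept in the first 4 of these and with the trended prior. Leaving out a harvest time gave 0 to 3 higher and 0 to 1 lower. For the course, Bonferroni gave 26 higher and 5 lower, and leaving out a harvest time gave 187 to 970 higher and 125 to 913 lower, the lowest without 2 h. The interaction stayed at 0 throughout.

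Counts by size in order of harvest time were 117, 174, 106 and 107 higher and 382, 226, 189 and 68 lower with the 75th percentile; 89, 104, 84 and 36 higher and 62, 61, 59 and 41 lower at offset 0. The authors' log2 values gave counts of 55 and 62 higher at 30 min and 2 h, and of 30, 30, 33 and 19 lower at the 4 times. The 75th percentile took camera's p for the candidate hydroxylases to 0.0245, and an estimated correlation took that of the putative mitochondrial tags to 0.238.

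Apart from ARAD1D12606g in the course, the values that changed sign were close to 0 and passed no threshold. With the 75th percentile ARAD1D18458g was -0.17 and ARAD1C03498g 0.12. ARAD1C03498g was also 0.0706 at offset 0, 0.0317 with the authors' log2 values, 0.0323 with the mean of the probes and 0.0462 with the brightest probe. ARAD1C08558g was 0.0292 with median scaling and 0.00279 with the mean of the probes. ARAD1A17402g was 0.0105 with median scaling, 0.00804 with the mean and 0.10 with the brightest probe. Leaving out a harvest time gave -0.0360 to 0.0537 for ARAD1D18458g, -0.00520 to 0.26 for ARAD1D18502g, -0.21 to 0.24 for ARAD1C03498g, -0.16 to 0.00164 for ARAD1D18392g and -0.00703 to 0.00870 for ARAD1C08558g. For ARAD1D12606g in the course it gave -0.0236 to 4.23.

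The slide as a block could not be fitted, and the mean spot signal was not used here.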

Other observations

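The test of tag order was chosen after values around the tag given for *AGDC1* were seen.

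Ratios across tags correlated with r = 0.50 (rho = 0.22) between 2 h and 5 h and r = 0.43 (rho = 0.24) between 30 min and 2 h. The other 4 pairs of times had r of at most 0.25 and rho of at most 0.07. Tags are not independent replicates. The spread of the ratios over all tags was 0.26, 0.26, 0.24 and 0.18 (SD) at the 4 times. Around the tag given for *AGDC1*, the 3 tags past the size threshold had ratios at 30 min of 1.91, 1.00 and 1.83 and at 5 h of 0.18, 0.38 and 2.20.

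A hypothesis is that tags next to each other on a chromosome change together. The rank correlation of the change with gallic acid between adjacent tags was 0.195 over 6041 pairs, above the highest of 10000 random orders within chromosomes (0.0482, permutation p = 1e-04, the smallest these orders can give). It was 0.195 after the trend with signal level was removed and 0.188 among 4657 pairs under the stricter filter on dim tags. The course common to both arms gave 0.169, so the relation is not peculiar to gallic acid. Pairs of adjacent tags that both passed the size threshold numbered 9, against a mean of 2.31 in random orders and a highest of 9. Shared regulation of neighbours may account for this, and overlapping transcripts or probes that read both genes were not tested.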
